A study of Mus musculus with 9 samples. Its data were reported in "BMSC-derived extracellular vesicles intervened the pathogenic changes of scleroderma in mice through miRNAs" (2021).

How the data were processed

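Total RNA of mouse skin from 3 groups (NORMAL, BLM and EXO, 3 libraries each) had been made into strand-specific libraries of polyadenylated RNA and sequenced in pairs. The FPKM values are the authors' own, as deposited in 1 table of 55382 genes and 9 libraries. According to the submitters' processing notes, reads were trimmed with cutadapt (version not given), aligned with HISAT2 2.0.4 and quantified with StringTie 1.3.4d, with mm9 as the build. The annotation release, the strand setting and any filter are not given in the sources used here. FPKM divides each library by its own total, so a class of transcripts that takes a larger share lowers all other values, and StringTie may split fragments between near-identical genes. The table gives no counts, so tests for counts could not be used, and limma on log2 values was used instead.

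Gene identifiers were compared with GENCODE release M21 (GRCm38), where 99.56% (55141) were found, and coordinates are given in GRCm38. Of all 55382 genes, 132 repeat a symbol that an earlier row already used. Tests were run by identifier, while members of lists and the genes assayed in the study were found by symbol. Of 675 genes with a median above 50 FPKM, 0 were at 0 in any library. Depth was estimated from processed pseudogenes with 1 transcript of 300 to 1500 nt and 0.05 to 1 FPKM. The most frequent product of FPKM and length was taken as the step of 1 fragment, searched only within a set range, which bounds the depth. Processed pseudogenes were also many of the genes raised in NORMAL2, BLM2 and EXO2, so the depth of these libraries is less certain. Fewer fragments make low FPKM coarser, and the depth of BLM2 and EXO2 is open by a factor of 2.

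Groups were taken from the sample labels. Values were transformed as log2(FPKM + 1) after a filter of at least 1 FPKM in at least 3 libraries, which left 14254 genes. All 9 libraries entered 1 model of limma 3.58.1 (R 4.3.3) with a mean-variance trend, and the 3 contrasts were tested with Benjamini-Hochberg adjustment and a threshold of 0.05. Counts at the study's thresholds used a log2 change beyond 1 and an unadjusted p below 0.05. Lists of genes for skin cell types, pathways and fibrosis, 35 in all, were tested with camera at a preset correlation of 0.01 where at least 5 members were measured, which held for 32. Lists for T and NK cells (4 measured), B and plasma cells (2) and neutrophils (1) were not tested. Tables were handled with Python 3.11.15, pandas 2.3.3 and numpy 2.4.6.

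The tests, thresholds, lists, other settings and the rule for named genes were fixed before the data were examined. By that rule the text names the 6 genes with the largest rise and the 6 with the largest fall past the threshold, with groups that do not overlap and a mean of at least 5 FPKM, or else the 6 with the smallest p, along with 14 genes that had been assayed by PCR, blot or staining and up to 4 members of each described list. A gene that this rule also names is not reported here. Which lists are described at length was chosen after a first look at the results.

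The other settings chosen then were rescaling to the same total, quantile normalization, median-ratio scaling, a pseudocount of 0.1, no filter, a filter at 5 FPKM, limma without the trend and with robust variances, only the 6 libraries compared, the replicate number as a block, leaving out each library, camera with an estimated correlation, fry, and lists without hair follicle genes. Chosen after seeing the data were fits without the libraries numbered 2 and a rescaling without mitochondrial, ribosomal and muscle transcripts, each also with the block. Ranges of adjusted p over the alternatives leave out the estimated correlation and fry. After removing group means, libraries with the same number had correlations of 0.173 to 0.679 (median 0.454, 9 pairs) and those with other numbers -0.547 to 0.203 (median -0.238, 18 pairs), so the numbers pair the libraries, and values with the block stand beside the results.

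The method was tested on simulated data of the same size with 200 changed genes in 10 runs, where it recovered 1.4%, 35%, 84.8% and 96.8% of genes changed by a log2 of 1, 2, 3 and 4, with 5.1% false calls. In 50 runs camera recovered 100% of lists of 20 genes that changed by a log2 of 1 and called 0.26% of unchanged lists. The simulated genes were drawn independently. These rates therefore say nothing of false calls of lists whose genes move together.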

Results

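RNA was sequenced from mouse skin in 3 groups of 3 libraries each, 9 libraries in all. The NORMAL group was skin without the fibrosis model. The BLM group was skin in which fibrosis was induced with bleomycin, an anticancer drug that damages DNA and scars tissue, injected under the shaved skin of the back as 100 µL of a 1 mg/mL solution for 28 days. In the EXO group the same model then received 15 µg of exosomes, small membrane vesicles released by bone marrow mesenchymal stem cells, and the treatment period was 7 days. The libraries are named NORMAL1 to NORMAL3, BLM1 to BLM3 and EXO1 to EXO3, and the number 3 stands for the library whose title carries no number. The methods of the study give PBS to the control mice in place of bleomycin and PBS to the model mice that received no cells or vesicles, while the sample labels call the treatment PBS in NORMAL and none in BLM. The sources used here do not say that each library came from a separate mouse, and the p-values below measure the spread between these samples, which may be technical in part.

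The values are FPKM, fragments of a gene's transcripts scaled by transcript length and by sequencing depth. Of 55382 genes in the table, 14254 reached 1 FPKM in at least 3 libraries and were tested. The table holds no counts, and the most frequent step among low values of processed pseudogenes gave an estimated 18.7 M to 25.0 M fragments in the 6 libraries not numbered 2 and 12.7 M to 14.3 M in NORMAL2, BLM2 and EXO2. In BLM2 and EXO2 a step of 0.5 of that size was nearly as frequent (70.9% and 92.1% as dense), so their depth may be 2 times higher. Between 11238 and 13461 genes reached 1 FPKM in a library.

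The libraries differed in makeup. Mitochondrially encoded transcripts took 21.5%, 19.1% and 22.7% of FPKM in NORMAL1 to NORMAL3, 37.5%, 50.9% and 27.8% in BLM1 to BLM3, and 18.9%, 34.4% and 18.7% in EXO1 to EXO3. With mitochondrial pseudogenes counted in, the shares were 32.7%, 30.1% and 35.4% in NORMAL and 56.6%, 76.7% and 42.4% in BLM. In EXO they were 29.9%, 52.1% and 29.5%. Transcripts of 20 skeletal muscle genes took 16.38%, 10.2% and 2.58% in NORMAL, 2.43%, 1.37% and 1.63% in BLM, and 11.48%, 1.68% and 4.1% in EXO. Ribosomal transcripts took 15.63% of FPKM in NORMAL2 and 0.11% to 1.25% in the other libraries. Gapdh, a glycolytic enzyme often used as a reference gene, ranged from 4.46 FPKM in BLM3 to 325.57 FPKM in EXO1. In the 3 libraries numbered 2, 152 genes lay at least 4-fold above all other libraries, among them Rbp4, which encodes the retinol carrier of blood, at 2321.94 FPKM in NORMAL2, 653.16 in BLM2 and 374.81 in EXO2 against 1.26 to 5.23 elsewhere. Rank correlations across genes were 0.65 to 0.902 between libraries of a group and 0.625 to 0.912 between groups, and the first principal component held 44% of the variance.

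**Figure D1:**
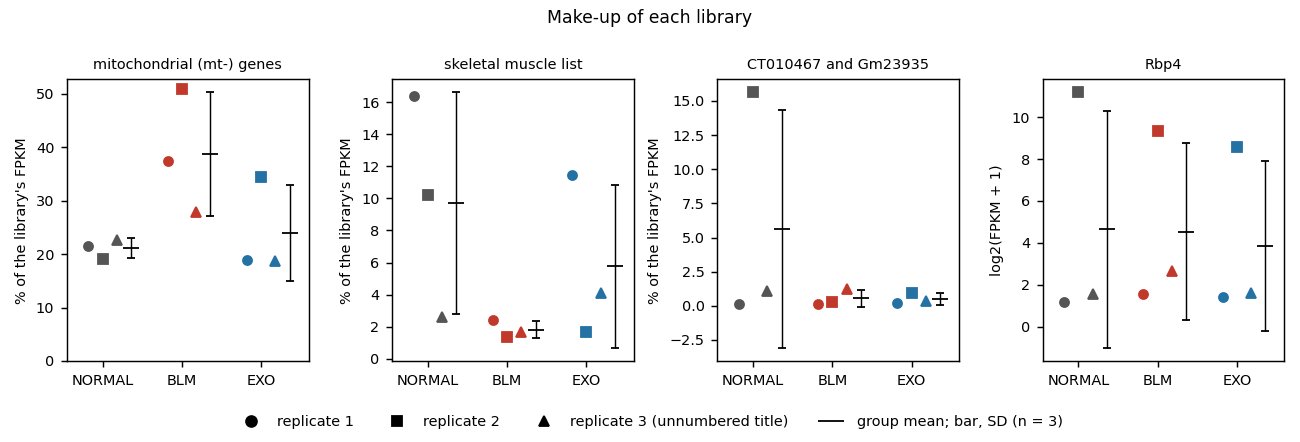
Percent of each library's FPKM from mitochondrial, skeletal muscle and ribosomal transcripts and the level of Rbp4 as log2(FPKM + 1) (vertical axes) in the 9 libraries by group (horizontal axes), with points for libraries and the group mean and SD (n = 3) beside them. The mitochondrial share, pseudogenes not counted, reached 50.9% in BLM2, the ribosomal share 15.63% in NORMAL2, and Rbp4 was high in the 3 libraries numbered 2.

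The comparison of BLM with NORMAL asked what the bleomycin model changed in the skin. Shh, the signal that drives growth of the hair follicle, rose from 0.123 ± 0.112 FPKM in NORMAL to 12.4 ± 5.97 FPKM in BLM (SD, n = 3), and was higher in each BLM library than in any NORMAL library. Krtap19-4, which encodes a protein of the hair shaft, rose from 0.657 ± 1.10 FPKM to 19.8 ± 5.71 FPKM (SD, n = 3), again with no overlap. The lists for the cell cycle, hair shaft keratins, hair follicle growth regulators, melanocytes and the Hedgehog pathway were higher in BLM, and those for skeletal muscle and mitochondrial respiration were lower. Each of these calls was lost with an estimated correlation (limma camera, adjusted p = 0.668 to 0.699 with an estimated correlation). The lists of collagen and myofibroblast transcripts did not pass the test. The study assessed fibrosis by dermal thickness, collagen staining, hydroxyproline, PCR and blots, and reported it raised in the model. Lists of RNA that miss the test are therefore no evidence that fibrosis was absent.

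On the log2(FPKM + 1) scale, which understates the change of genes with low values, Shh rose by 3.46 (SE 0.40) and Krtap19-4 by 3.80 (SE 0.45), each with an adjusted p of 0.029 (limma, Benjamini-Hochberg). Shh (ENSMUSG00000002633) lies on chromosome 5 from 28456815 to 28467256 and Krtap19-4 (ENSMUSG00000043982) on chromosome 16 from 88884786 to 88885089 in GRCm38, both protein-coding, and the FPKM sum over their exons. Krtap19-4 belongs to a family of near-identical genes, so its level is uncertain where fragments could be split between copies. Over its alternatives the adjusted p of Shh ran from 0.00137 to 0.606, past the threshold in 7 of 14, and that of Krtap19-4 from 0.0013 to 0.45, past it in 7 of 19. The Shh call was lost without NORMAL1 (adjusted p = 0.258, limma) or NORMAL2 (0.104), and without a BLM library Shh no longer passed the filter on low values. The Krtap19-4 call was lost without NORMAL1 (adjusted p = 0.258, limma), NORMAL2 (0.104), BLM1 (0.402), BLM2 (0.0533) or BLM3 (0.154).

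These were the only 2 genes called of 14254, with 1050 genes (2185 with the block) at an unadjusted p below 0.05 where chance alone gives 713. With the replicate number as a block, limma called 60 genes, 58 higher and 2 lower, and both Shh (adjusted p = 0.0147) and Krtap19-4 (0.0299) were among them. Without NORMAL3 the count was 131 (106 higher, 25 lower), without BLM2 it was 6 (5 higher, 1 lower), and without NORMAL1, NORMAL2, BLM1 or BLM3 it was 0. At the study's thresholds, a log2 change beyond 1 with an unadjusted p below 0.05, 841 genes passed, 411 higher and 430 lower, and this count was 470 without NORMAL1 and 2045 without NORMAL3. The share of higher genes among them was 48.9%, and 30.4% after rescaling each library to the same total, 68% after quantile normalization and 66.9% after median-ratio scaling. Leaving out single libraries it ran from 38.3% without BLM3 to 79.9% without BLM2 (863 higher, 217 lower). The median log2 change of all genes was -0.03 and -0.25 after rescaling to the same total.

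All 38 measured genes of the cell cycle list were higher in BLM, with a median log2 change of 1.41 (limma camera, adjusted p = 2.68e-32, and adjusted p = 0.668 with an estimated correlation). Over all genes no member passed, and 10 did with the block, while 25 passed when adjusted over the list alone, and 33 with the block. Mki67, the marker of dividing cells, lay at 20.6 ± 12.1 FPKM in BLM against 1.97 ± 0.975 in NORMAL (SD, n = 3; limma, adjusted p = 0.141; with the block 0.0299). The kinase Cdk1, which starts mitosis, lay at 12.6 ± 6.41 against 0.857 ± 0.346 FPKM (SD, n = 3; limma, adjusted p = 0.122; with the block 0.0299). Birc5 and E2f2 likewise passed with the block, at adjusted p = 0.0299 and 0.0322 (limma).

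Of 28 measured hair shaft and follicle keratin genes, 26 were higher in BLM, with a median of 1.48 (limma camera, adjusted p = 6.08e-12, and adjusted p = 0.699 with an estimated correlation). None passed over all genes and 8 passed when adjusted over the list alone. Krt71, a keratin of the inner root sheath, lay at 187 ± 117 FPKM in BLM and 16.8 ± 28.4 in NORMAL (SD, n = 3; limma, adjusted p = 0.343). The list's median was 3.36 without NORMAL3, 2.36 without BLM2, 0.70 without NORMAL1 and 0.79 without NORMAL2, and camera called it in each case. Of 18 hair follicle growth regulators, 17 were higher with a median of 1.10 (limma camera, adjusted p = 1e-11, and adjusted p = 0.668 with an estimated correlation). Besides Shh, called over all genes, Dlx4 and Msx1, transcription factors of the follicle, lay at 6.04 ± 4.32 and 8.45 ± 5.27 FPKM in BLM against 0.233 ± 0.353 and 1.10 ± 1.40 in NORMAL (SD, n = 3; limma, adjusted p = 0.343 and 0.366). In this list 6 genes passed when adjusted over the list alone and 11 with the block. Its median was 1.75 without NORMAL3, 0.71 without BLM3 and 0.70 without NORMAL2, and it was called in each case.

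Of 7 melanocyte genes, 6 were higher, with a median of 2.53 (limma camera, adjusted p = 6.64e-10, and adjusted p = 0.668 with an estimated correlation), and 6 passed when adjusted over the list alone against 0 over all genes (3 with the block). Mlana, a melanosome protein, lay at 47.0 ± 46.2 FPKM against 0.877 ± 0.775 (SD, n = 3), and Tyrp1, an enzyme of melanin synthesis, at 6.96 ± 4.97 against 0.123 ± 0.110 (SD, n = 3), with adjusted p = 0.122 and 0.103 (limma) and 0.0299 and 0.0322 with the block. Of 12 Hedgehog pathway genes, 11 were higher, with a median of 0.63 (limma camera, adjusted p = 4.45e-08, and adjusted p = 0.668 with an estimated correlation). Shh was called over all genes and 4 members passed when adjusted over the list alone. The transcription factor Gli1 lay at 23.5 ± 13.5 FPKM against 3.07 ± 3.70 (SD, n = 3), with adjusted p = 0.366 (limma) and 0.0335 with the block. The Hedgehog median was 1.09 without NORMAL3.

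The Wnt list, with 30 of 39 genes higher and a median of 0.27, passed camera as well (adjusted p = 0.00118; adjusted p = 0.968 with an estimated correlation), with 5 genes passing when adjusted over the list alone (6 higher and 1 lower with the block) and 0 over all genes (2 with the block). Its ligand Wnt10b, active in growing follicles, lay at 18.2 ± 9.44 FPKM against 2.02 ± 1.62 (SD, n = 3; limma, adjusted p = 0.175; with the block 0.0345). The direction of this list was not firm. Its median was 0.05 after rescaling each library to the same total, -0.10 without NORMAL2 (limma camera, adjusted p = 0.117), -0.01 without BLM3 (0.00742), 0.16 without BLM1, 0.68 without BLM2 and 0.82 without NORMAL3. Over the alternatives its adjusted p ran from 0.000103 to 0.117. The endothelial list, with 9 of 10 genes higher and a median of 0.82, passed at adjusted p = 0.00156 (limma camera; adjusted p = 0.868 with an estimated correlation) and was lost without BLM2 (adjusted p = 0.4) and without all libraries numbered 2 (0.0645), with a range from 6.61e-07 to 0.4 over the alternatives. None of its members passed when adjusted over the list alone, and the lymphatic marker Lyve1 went the other way, with 0.973 ± 0.820 FPKM in BLM and 7.52 ± 7.36 in NORMAL (SD, n = 3; limma, adjusted p = 0.662). The Notch list missed the threshold (limma camera, adjusted p = 0.0508) and passed with the block (0.0226), a call lost with an estimated correlation (0.988 with the block).

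All 20 skeletal muscle genes were lower in BLM, with a median of -1.75 (limma camera, adjusted p = 8.3e-11, and adjusted p = 0.699 with an estimated correlation). None passed when adjusted over the list alone, and 17 did with the block. Myh4, the fast myosin heavy chain, lay at 232 ± 91.6 FPKM in BLM and 1913 ± 1266 in NORMAL (SD, n = 3; limma, adjusted p = 0.437). The muscle median was -2.73 without NORMAL3, the NORMAL library with the smallest muscle share, 2.58%. The mean log2 level of the muscle list was 10.46 in NORMAL1 and 9.80 in NORMAL2. In NORMAL3 it was 7.74, within the BLM range of 7.21 to 8.05. Of 20 nuclear genes of mitochondrial respiration, 19 were lower, with a median of -0.96 (limma camera, adjusted p = 4.45e-08, and adjusted p = 0.699 with an estimated correlation) and none passing when adjusted over the list alone. Its median was -0.58 after quantile normalization. The mean log2 level of the respiration list was 7.07 in NORMAL1 and 6.73 in NORMAL2. In NORMAL3 it was 5.879, within the BLM range of 5.296 to 5.881. Mitochondrially encoded transcripts, by contrast, took a larger share of FPKM in BLM, as given above.

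The collagen and extracellular matrix list had a median of 0.08 (limma camera, adjusted p = 0.909), the TGF-β list 0.07 (0.909) and the myofibroblast list 0.10 (0.915). In each of these 3 lists the mean lay below 0 while the median and the test lay above it. Col1a1 and 13 other genes were followed because other assays had been run on them. Col1a1, the main chain of type I collagen, lay at 26.2 ± 7.50 FPKM in NORMAL and 69.6 ± 76.1 FPKM in BLM (SD, n = 3), a mean that rested on 157.41 FPKM in BLM3 (limma, log2 change 0.86, adjusted p = 0.865). Acta2, smooth muscle actin, lay at 18.1 ± 20.3 and 34.8 ± 14.5 FPKM (SD, n = 3; limma, adjusted p = 0.716). Col1a2, Fn1, Tgfb1, Ctnnb1, Lef1, Hes1 and Adgre1 had adjusted p from 0.801 to 0.994 (limma). Il6, Il10, Tnf, Cd4 and Cd8a did not pass the filter on low values and were not tested, with group means of at most 0.617 FPKM. No gene fell past the threshold, and the 6 lower genes with the smallest p were Lsm12, Rdx, Sbk2, Itm2a, Aldh1a1 and Maob, with adjusted p from 0.256 to 0.366 (limma). Of these, Sbk2, at 4.22 ± 1.52 FPKM in BLM and 25.9 ± 12.1 in NORMAL (SD, n = 3), passed with the block (adjusted p = 0.0475).

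**Figure D2:**
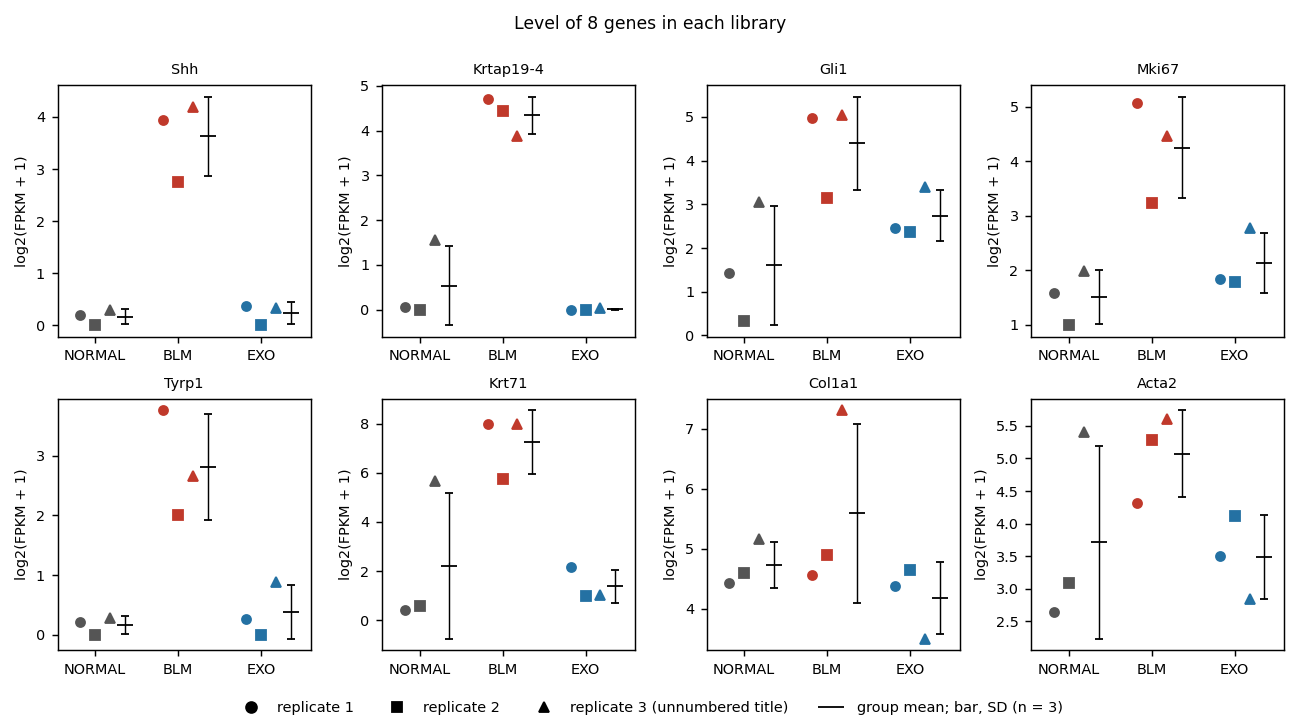
Level of 8 genes as log2(FPKM + 1) (vertical axes) in the NORMAL, BLM and EXO libraries (horizontal axes), with points shaped by replicate number and the group mean and SD (n = 3) beside them. Shh and Krtap19-4 part BLM from both other groups, while Krt71 and Acta2 are also high in NORMAL3 and the Col1a1 mean of BLM rests on BLM3.

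The comparison of EXO with BLM asked what exosome treatment changed in the bleomycin model. Krtap19-4 fell from 19.8 ± 5.71 FPKM in BLM to 0.00667 ± 0.0115 in EXO, and Shh from 12.4 ± 5.97 to 0.183 ± 0.159 FPKM (SD, n = 3), with no overlap between the groups. The lists for hair shaft keratins, the cell cycle, hair follicle growth regulators, melanocytes and the Hedgehog pathway were lower in EXO, each lost with an estimated correlation (limma camera, adjusted p = 0.51 to 0.77 with an estimated correlation). The list for the hair follicle bulge, where the resting follicle keeps its stem cells, was higher, as were skeletal muscle and mitochondrial respiration. The muscle and respiration calls were lost without EXO1, after quantile normalization and after median-ratio scaling. The lists of collagen genes and of known targets of miR-29, a microRNA that lowers collagen transcripts, were lower by small amounts, with no member past the threshold. Both lists hold Col1a1, Col1a2, Sparc, Lox and other shared genes, so their calls are not separate evidence. These 2 calls and those of the higher lists were lost too (limma camera, adjusted p = 0.927 to 0.999 with an estimated correlation), and the collagen median turned to 0.09 without BLM3 (0.0976).

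Krtap19-4 changed by -4.33 on the log2 scale (SE 0.45, adjusted p = 0.0163, limma with Benjamini-Hochberg adjustment) and Shh by -3.39 (SE 0.40, adjusted p = 0.0268, limma). Over the alternatives the adjusted p of Krtap19-4 ran from 0.000514 to 0.366, past the threshold in 8 of 19, and that of Shh from 0.00155 to 0.408, past it in 7 of 14. Krtap19-4 was lost without BLM1 (adjusted p = 0.0607, limma), BLM2 (0.0593), BLM3 (0.052), EXO1 (0.167), EXO2 (0.0908) or EXO3 (0.126). Shh was lost without EXO1 (adjusted p = 0.193, limma), EXO2 (0.182) or EXO3 (0.166), and did not pass the filter without a BLM library. Thus leaving out any library of either group, BLM1, BLM2, BLM3, EXO1, EXO2 or EXO3, left 0 genes called by limma.

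These were the only 2 calls, with 975 genes (2205 with the block) at an unadjusted p below 0.05 against 713 by chance. With the block limma called 11 genes, 3 higher and 8 lower, among them both of these (adjusted p = 0.0217 for Krtap19-4 and 0.0175 for Shh). At the study's thresholds 755 genes passed, 432 higher and 323 lower. The share of higher genes was 57.2%, and 75.7% after rescaling to the same total, 36.1% after quantile normalization and 32.9% after median-ratio scaling. The balance turned without BLM2 (28.3%, 210 higher and 532 lower) and without EXO3 (46.3%), and the share was 78.9% without BLM3 (617 higher, 165 lower). The median log2 change of all genes was 0.22 here, 0.49 after rescaling to the same total, 0.03 after quantile normalization and 0.00 after median-ratio scaling, so small changes of a list are to be read against these shifts.

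Of 28 hair shaft and follicle keratin genes, 26 were lower in EXO, with a median of -2.80 (limma camera, adjusted p = 6.46e-33, and adjusted p = 0.51 with an estimated correlation). None passed over all genes, 19 passed when adjusted over the list alone and 24 with the block. Krt71 lay at 1.82 ± 1.44 FPKM in EXO against 187 ± 117 in BLM, and Krt25 at 1.28 ± 1.24 against 138 ± 96.4 (SD, n = 3), with adjusted p = 0.247 and 0.258 (limma). Of 38 cell cycle genes, 35 were lower, with a median of -1.08 (limma camera, adjusted p = 1.76e-27, and adjusted p = 0.51 with an estimated correlation), and 7 passed when adjusted over the list alone, 24 with the block and 0 over all genes. Mki67 lay at 3.61 ± 1.91 FPKM and Cdk1 at 1.97 ± 1.36 FPKM in EXO (SD, n = 3), with adjusted p = 0.306 and 0.296 (limma).

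Of 18 hair follicle growth regulators, 13 were lower, with a median of -1.19 (limma camera, adjusted p = 3.06e-12, and adjusted p = 0.51 with an estimated correlation), and -0.70 without BLM3. Beside Shh, called over all genes, 5 more passed when adjusted over the list alone, 6 in all, and 10 with the block. Dlx3, a transcription factor of the growing hair, lay at 2.64 ± 0.875 FPKM against 110 ± 64.8 in BLM (SD, n = 3; limma, adjusted p = 0.29). Of 7 melanocyte genes, 6 were lower, with a median of -2.20 (limma camera, adjusted p = 2.37e-09, and adjusted p = 0.51 with an estimated correlation), and -1.15 without BLM3. In that list 5 genes passed when adjusted over the list alone (with the block 5 lower and 1 higher) and 0 over all genes, and Mlana lay at 1.17 ± 0.111 FPKM in EXO (SD, n = 3; limma, adjusted p = 0.197).

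Of 12 Hedgehog genes, 9 were lower, with a median of -0.23 (limma camera, adjusted p = 1.21e-05; adjusted p = 0.77 with an estimated correlation). Shh was called over all genes, 2 genes passed when adjusted over the list alone, and Gli1, at 6.08 ± 3.06 FPKM in EXO (SD, n = 3), had adjusted p = 0.707 (limma). The Hedgehog median was 0.00 to 2 decimals without BLM3, -0.06 without BLM1, -0.10 without EXO1, -0.48 without EXO3 and -0.49 without BLM2, -0.05 after rescaling to the same total and -0.38 after median-ratio scaling, and camera called it each time. Of 12 bulge genes, 9 were higher, with a median of 0.85 (limma camera, adjusted p = 0.0241, and adjusted p = 0.927 with an estimated correlation), a call lost without BLM2 (adjusted p = 0.0915) or EXO3 (0.079) and with a range from 0.00736 to 0.0915 over the alternatives. Fgf18, a growth factor that holds the follicle at rest, lay at 22.0 ± 13.8 FPKM against 2.27 ± 1.22 (SD, n = 3; limma, adjusted p = 0.301; with the block 0.025), and it alone passed when adjusted over the list alone, against 6 genes with the block. Krt15, a keratin of bulge stem cells, lay at 2733 ± 724 FPKM against 684 ± 343 (SD, n = 3; limma, adjusted p = 0.533).

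The Wnt list did not pass. Its median was 0.17, its mean -0.01 and its test downward (limma camera, adjusted p = 0.0737), and the median was -0.03 after quantile normalization and -0.04 after median-ratio scaling. The limma camera test passed downward without BLM2 (median -0.20, adjusted p = 0.0206) and without EXO3 (-0.14, 0.0207), and it passed in 3 of 19 alternatives in all. Within it Wnt10b lay at 3.51 ± 0.722 FPKM in EXO against 18.2 ± 9.44 in BLM and Wnt3a at 4.63 ± 1.40 against 1.31 ± 0.778 (SD, n = 3), with adjusted p = 0.4 and 0.56 (limma). The fatty acid and lipid synthesis list did not pass either, with a median of 0.18, a mean of 0.31 and a test that pointed down (limma camera, adjusted p = 0.955), and its median was -0.11 after quantile normalization and -0.10 after median-ratio scaling. Acsl1, which activates fatty acids, lay at 12.4 ± 8.29 FPKM against 2.19 ± 1.53 (SD, n = 3; limma, adjusted p = 0.589).

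Of 37 collagen and matrix genes, 23 were lower, with a median of -0.27 (limma camera, adjusted p = 0.00378, and adjusted p = 0.927 with an estimated correlation). None passed when adjusted over the list alone, and with the block 2 did, both higher in EXO. Col1a1 lay at 18.1 ± 7.07 FPKM in EXO (SD, n = 3; limma, log2 change -1.42, adjusted p = 0.736). Periostin (Postn), a matrix protein of healing skin, went the other way, with 67.5 ± 24.6 FPKM against 15.4 ± 6.91 (SD, n = 3; limma, adjusted p = 0.595). The collagen median was 0.09 without BLM3 (limma camera, adjusted p = 0.0976), -0.06 without EXO3 (0.202), -0.40 without BLM2 (0.153), -0.40 without BLM1 (4.64e-08) and -0.14 without EXO1 (0.0212), within a range of 4.64e-08 to 0.202 over the alternatives. It was -0.02 after rescaling to the same total, -0.44 after quantile normalization and -0.50 after median-ratio scaling. The myofibroblast list, 7 of 13 lower with a median of -0.37, passed at adjusted p = 0.0299 (limma camera; adjusted p = 0.77 with an estimated correlation; with the block 0.0532), with 0 genes passing when adjusted over the list alone. In limma camera it was lost without BLM2 (median -0.48, adjusted p = 0.381), EXO2 (-0.44, 0.121) or EXO3 (-0.43, 0.202), was -0.14 without BLM3 and -0.25 without EXO1, and was lost after quantile normalization (0.0924) and median-ratio scaling (0.125). It passed in 7 of 19 alternatives, estimated correlation and fry not counted. Its range over them was 0.00113 to 0.718, and the highest came with the block and without the libraries numbered 2. Acta2 lay at 10.99 ± 5.16 FPKM in EXO (SD, n = 3; limma, adjusted p = 0.711).

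Of 19 known miR-29 targets, many of them also in the collagen list, 14 were lower, with a median of -0.41 (limma camera, adjusted p = 0.00127, and adjusted p = 0.927 with an estimated correlation), and none passed when adjusted over the list alone. The median was -0.06 without BLM3, -0.26 without EXO3 and -0.75 without BLM1, -0.21 after rescaling to the same total and -0.64 after quantile normalization. Mcl1, a survival factor of this list, went up, with 82.9 ± 15.7 FPKM against 41.6 ± 8.60 (SD, n = 3; limma, adjusted p = 0.632). Endothelial genes were lower, 8 of 10 with a median of -0.33 (limma camera, adjusted p = 0.0118, and adjusted p = 0.927 with an estimated correlation). The fall rested on EXO3, with a mean log2 level of 0.80 for the list against 1.32 to 2.12 in BLM. EXO1 and EXO2 lay at 1.60 and 2.20. Skeletal muscle genes were higher, 19 of 20 with a median of 0.99 (limma camera, adjusted p = 0.0178; adjusted p = 0.999 with an estimated correlation), along with the muscle share of 11.48% in EXO1. The mean log2 level of the muscle list was 9.88 in EXO1, 7.48 in EXO2 and 8.37 in EXO3, against 7.21 to 8.05 in BLM. All 20 genes of mitochondrial respiration were higher, with a median of 0.67 (limma camera, adjusted p = 0.00144, and adjusted p = 0.927 with an estimated correlation). Their mean log2 level was 7.04 in EXO1, 5.82 in EXO2 and 6.29 in EXO3, against 5.30 to 5.88 in BLM. Without EXO1, after quantile normalization and after median-ratio scaling, camera called only 1 list higher, that of the bulge. The muscle and respiration calls were thus lost in each of these settings. The adipocyte list (limma camera, adjusted p = 0.06) and the interferon list (0.21) missed the threshold and passed downward with the block (0.0432 and 0.0485), calls lost with an estimated correlation (0.794 each with the block).

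No gene rose past the threshold in EXO against BLM, and the 6 higher genes with the smallest p were Atp2b4, Wfdc3, Trabd, Serpinb2, Serpinb11 and Fcgbp (limma, adjusted p from 0.114 to 0.296). Atp2b4, a calcium pump of the cell membrane, lay at 16.2 ± 7.29 FPKM in EXO against 0.867 ± 0.357 in BLM and 1.24 ± 1.44 in NORMAL (SD, n = 3), and passed with the block (adjusted p = 0.0239). Wfdc3, a protease inhibitor, lay at 60.3 ± 9.16 FPKM against 12.0 ± 3.00 (SD, n = 3) and passed with the block as well (0.0401). Of the other followed genes, Col1a2, Fn1, Tgfb1, Ctnnb1, Lef1, Hes1 and Adgre1 had adjusted p from 0.787 to 1.0 (limma).

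**Figure D3:**
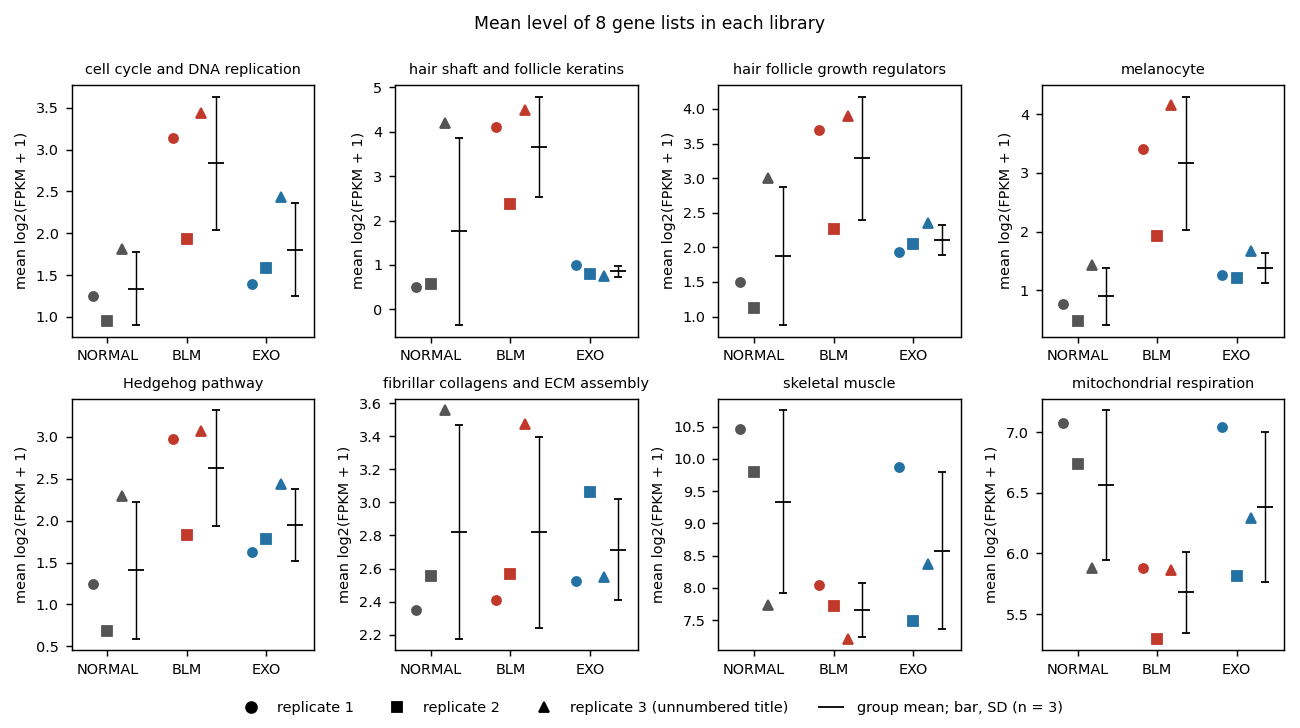
Mean level of the genes of 8 lists as log2(FPKM + 1) (vertical axes) in the NORMAL, BLM and EXO libraries (horizontal axes), with points shaped by replicate number and the group mean and SD (n = 3) beside them. The hair shaft list of NORMAL3, at 4.19, lies within the range of BLM, while its EXO libraries lie at 1.01 or below.

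Genes that were higher in BLM than in NORMAL and lower in EXO than in BLM were counted next. Shh and Krtap19-4 made up this overlap of 2 genes, where simulated unchanged groups that shared the BLM libraries gave 0.01 on average and independent lists would give 0.000281. The overlap was 0 without NORMAL1, NORMAL2, any of BLM1 to BLM3 or any of EXO1 to EXO3, 79 without NORMAL3 and 8 with the block. At the study's thresholds 228 genes were higher and then lower (54.9 simulated, 9.31 for independent lists) and 78 lower and then higher (54.4 simulated, 13 for independent lists). The simulation draws genes and libraries independently, which makes its spread too narrow, and exchanging groups within replicate numbers gave up to 235 genes higher and then lower, with 2 of 100 partitions at 228 or more. The log2 changes of both comparisons had a covariance of -0.27 across genes against -0.14 in the simulation, a correlation of -0.70 against -0.50, and genes are not independent replicates. The simulation shares the BLM libraries too, but only among unchanged genes. The 3 BLM libraries cannot be halved with 2 in each part. Part of the excess of the counts over the simulation may thus still come from their use in both comparisons.

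The comparison of EXO with NORMAL asked how far treated skin differed from skin without the model. The hair shaft (median -0.98), skeletal muscle, collagen and macrophage lists were lower in EXO, and the interfollicular epidermis (1.00), cell cycle and follicle bulge lists were higher. Each of these calls was lost at adjusted p = 0.944 with an estimated correlation (limma camera), and the direction turned without NORMAL3 for the hair shaft (0.46) and collagen (0.06) lists and without EXO3 for the macrophage list (0.22). Shh and Krtap19-4 were low in both groups, at 0.183 ± 0.159 and 0.00667 ± 0.0115 FPKM in EXO and 0.123 ± 0.112 and 0.657 ± 1.10 in NORMAL (SD, n = 3). No single gene passed.

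limma called 0 genes, with 332 at an unadjusted p below 0.05 where chance gives 713. This fit leaves the pairing by number in its spread, so the low count does not show groups closer than chance. With the block 1083 genes lay below an unadjusted p of 0.05, and 3 were called. Those 3 were Atp2b4, higher, and Plac9a and Plac9b, lower, each at adjusted p = 0.0476 with the block (limma) against 0.335, 0.243 and 0.997 without it. Plac9a lay at 0.380 ± 0.658 FPKM in EXO against 10.2 ± 1.54 in NORMAL (SD, n = 3), and the pair are near-identical copies whose fragments may be split between them. The other genes of smallest p were Cipc, Chmp3, Postn, Adam17 and Spink5, higher, and Lhfpl1, Cd209g, Fcna and Akr1c14, lower, all at adjusted p = 0.997 (limma). At the study's thresholds 244 genes passed, 188 higher and 56 lower, and 490 with the block. That count was 1374 without NORMAL3 and 164 without NORMAL2 (over the single left-out libraries, the lowest). The share of higher genes was 77%, and 62.7% after quantile normalization and 55.3% after median-ratio scaling. The median change of all genes was 0.17, and 0.01 and -0.03 in these scalings.

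Of 28 hair shaft keratin genes, 26 were lower (limma camera, adjusted p = 2.19e-10, and adjusted p = 0.944 with an estimated correlation), and the direction turned without NORMAL3 (median 0.46, adjusted p = 0.634, over the alternatives from 1.75e-23 to 0.634), the NORMAL library with high hair keratins, while it was -1.60 without NORMAL1 or NORMAL2. Krt83, a keratin of the hair cortex, lay at 0.143 ± 0.0924 FPKM against 3.85 ± 3.16 (SD, n = 3; limma, adjusted p = 0.997). Of 20 skeletal muscle genes, 17 were lower with a median of -0.80 (limma camera, adjusted p = 2.16e-08, and adjusted p = 0.944 with an estimated correlation). Myh4 lay at 211 ± 221 FPKM against 1913 ± 1266 (SD, n = 3; limma, adjusted p = 0.997) and alone passed when adjusted over the list alone, where 0 did with the block. The muscle median was -0.24 without NORMAL1 (limma camera, adjusted p = 0.0867), -0.46 without NORMAL2, -1.61 without NORMAL3, -1.43 without EXO1, -0.22 without EXO2 and 0.01 without all libraries numbered 2 (0.466), with a range of 3.17e-19 to 0.585 over the alternatives.

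Of 18 genes of the interfollicular epidermis, 16 were higher with a median of 1.00 (limma camera, adjusted p = 0.00439, and adjusted p = 0.944 with an estimated correlation). Krt14, a keratin of basal cells, lay at 2147 ± 474 FPKM against 1133 ± 920 (SD, n = 3; limma, adjusted p = 0.997). The median was 0.28 without NORMAL2 (limma camera, adjusted p = 0.405), 0.41 without all libraries numbered 2 (0.16), 0.65 without EXO3 (0.0349) and 1.54 without NORMAL3, with a range of 0.000272 to 0.405 over the alternatives. Of 38 cell cycle genes, 37 were higher with a median of 0.50 (limma camera, adjusted p = 0.00232, and adjusted p = 0.944 with an estimated correlation), 0.14 without EXO3 (0.544), 0.28 without NORMAL2 (0.0294), 0.30 after quantile normalization and 0.32 after median-ratio scaling. Its adjusted p ran from 3.47e-05 to 0.544 over the alternatives. Cdc25a, a phosphatase that starts DNA replication, lay at 2.27 ± 0.951 FPKM against 0.567 ± 0.343 (SD, n = 3; limma, adjusted p = 0.997).

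Of 37 collagen and matrix genes, 26 were lower with a median of -0.16 (limma camera, adjusted p = 0.000782, and adjusted p = 0.944 with an estimated correlation). Adjusted over the list alone none passed, and with the block 1 did, higher in EXO. Loxl1, which cross-links elastic fibres, lay at 4.38 ± 2.35 FPKM against 9.69 ± 1.74, while Postn lay at 67.5 ± 24.6 against 13.2 ± 17.2 (SD, n = 3). The collagen median was 0.06 without NORMAL3 (limma camera, adjusted p = 0.333, over the alternatives from 1.1e-07 to 0.333), -0.20 without EXO3 (0.101), -0.26 without EXO1, -0.40 without EXO2, -0.47 without NORMAL1 and -0.33 without NORMAL2. It was -0.32 after quantile normalization, -0.36 after median-ratio scaling and -0.10 after rescaling to the same total. Of 20 macrophage genes, 12 were lower with a median of -0.26 (limma camera, adjusted p = 0.00537, and adjusted p = 0.944 with an estimated correlation), among them the mannose receptor Mrc1 at 2.95 ± 2.35 FPKM against 6.87 ± 2.03 (SD, n = 3; limma, adjusted p = 0.997). That median was 0.22 without EXO3 (0.489), -0.03 without NORMAL2 (0.405), -0.17 without EXO1 (0.0505), -0.08 without NORMAL3 (0.0143), -0.71 without EXO2 and -0.44 without NORMAL1. The macrophage call was also lost after quantile normalization (0.0834) and median-ratio scaling (0.0751), within a range of 7.79e-11 to 0.489 over the alternatives.

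The myofibroblast (median -0.32, camera, adjusted p = 0.00624), mitochondrial respiration (-0.20, 0.00439) and miR-29 target (-0.18, 0.0089) lists were lower and the bulge list higher (0.80, 0.00624), each at adjusted p = 0.944 with an estimated correlation. The lower lists were not firm. The mean log2 myofibroblast level was 4.70 in NORMAL3, 4.07 in NORMAL1 and 3.82 in NORMAL2, against 3.66 to 4.48 in EXO. That of the miR-29 targets was 3.21 in NORMAL3, 2.43 in NORMAL1 and 2.65 in NORMAL2, against 2.42 to 2.87 in EXO. Respiration lay at 5.88 to 7.07 in NORMAL and 5.82 to 7.04 in EXO. Basement membrane, Wnt, Notch and Hippo lists (limma camera, adjusted p = 0.0608 each) missed the threshold and passed upward with the block (0.0229, 0.0239, 0.0239 and 0.0243), as did Hedgehog (0.0608 and 0.0404) and sebaceous gland (0.58 and 0.0412). These 6 calls with the block were lost with an estimated correlation (limma camera, adjusted p = 0.738 each). In this comparison 10 lists passed, 6 without NORMAL2, 15 without EXO2 and 16 with the block. Col1a1 lay at 18.1 ± 7.07 FPKM in EXO and 26.2 ± 7.50 in NORMAL (SD, n = 3), and none of the 9 tested genes of the followed set passed, each at adjusted p = 0.997 (limma).

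Camera assumed a correlation of 0.01 between the genes of a list. With the correlation estimated from these libraries none of the 9, 12 and 10 calls of BLM against NORMAL, EXO against BLM and EXO against NORMAL held, with a smallest adjusted p of 0.668, 0.51 and 0.944. The rotation test fry, which asks whether the genes of a list move on balance one way without comparing them with other genes, called 0 lists in each comparison (smallest adjusted p 0.303, 0.579 and 0.866).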

Values the study reported

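The study called genes with a |logFC| > 1 and P < 0.05 differentially expressed.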

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

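The alternatives without the libraries numbered 2 and with a rescaling that leaves out mitochondrial, ribosomal and muscle transcripts were chosen after the results were seen, and the others were planned. Of 3311 recomputed values 97 changed direction, 85 of them past the threshold in neither setting and 12 in one. Apart from the values given here and beside the results, the block changed no other call. Limma without the trend and with robust variances gave 2, 2 and 0 genes, as before, and 854, 759 and 248 at the study's thresholds. Shh gave no value without a BLM library or without the libraries numbered 2, since it then missed the filter. Estimated correlation and fry called 0 lists in each of the 3 comparisons. Where no reason is given, the cause was not tested. Depth limits low FPKM.

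After rescaling to the same total limma called 0 genes in BLM against NORMAL and 1 in EXO against BLM, and the overlap was 0. In BLM against NORMAL Ctnnb1 was -0.22 and Hes1 -0.16, and in EXO against BLM Fn1 was 0.18, Ctnnb1 0.32 and Hes1 0.33. After quantile normalization 58 and 36 genes were called and the overlap was 31. For Tgfb1, EXO against BLM gave -0.051, for the Wnt list -0.028 and for the fatty acid list -0.11, and in EXO against NORMAL Tgfb1 was -0.16 and Adgre1 -0.10. After median-ratio scaling 83 and 47 genes were called and the overlap was 43. In EXO against BLM Tgfb1 was -0.10, the Wnt list -0.037 and the fatty acid list -0.10, and in EXO against NORMAL Tgfb1 was -0.15, Ctnnb1 -0.22, Hes1 -0.13 and Adgre1 -0.14.

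With a pseudocount of 0.1 limma called 0, 0 and 1 genes in BLM against NORMAL, EXO against BLM and EXO against NORMAL, the overlap was 0, in EXO against NORMAL Lef1 was 0.20, and for Adgre1, EXO against NORMAL gave -0.021. With no filter 0 genes were called in BLM against NORMAL and in EXO against BLM, and the overlap was 0. With the filter at 5 FPKM these were 0, 0 and 0, the counts at the study's thresholds 490, 410 and 128, for which fewer genes were tested, and the myofibroblast list in EXO against BLM was 0.35. With only the 6 libraries compared 0 and 72 genes were called and the overlap was 0. With the block 60, 11 and 3 genes were called, the overlap was 8, and in EXO against NORMAL 490 genes passed at the study's thresholds and 16 lists passed. Without the members of the hair follicle, muscle and adipocyte lists 1 gene, lower in EXO, was called in EXO against BLM. Shh is a member of these lists, while the hair shaft gene Krtap19-4 is in none and stayed in the test.

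Without the libraries numbered 2 limma called 0 genes in BLM against NORMAL and 0 in EXO against BLM, and the overlap was 0, from fewer samples. In EXO against BLM Fn1 was 0.004 and the Wnt list -0.12, for Tgfb1, EXO against BLM gave -0.049, and in EXO against NORMAL Tgfb1 was -0.35, Ctnnb1 -0.12, Hes1 -0.145, Adgre1 -0.48 and the muscle list 0.005. With the block added these values and counts were the same and 1376 genes passed at the study's thresholds in EXO against BLM. After the rescaling without mitochondrial, ribosomal and muscle transcripts 31 and 9 genes were called and the overlap was 9. In BLM against NORMAL Tgfb1 was 0.059, in EXO against BLM Tgfb1 was -0.072, the Wnt list -0.02 and the fatty acid list -0.074, in EXO against NORMAL Tgfb1 was -0.014 and Ctnnb1 -0.024, and for Adgre1, EXO against NORMAL gave -0.019. With the block added 143, 43 and 2 genes were called and the overlap was 37, with the same values for these genes and lists.

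Leaving out 1 library at a time, limma called 0 to 131 genes in BLM against NORMAL and 0 to 0 in EXO against BLM, with an overlap of 0 to 79. At the study's thresholds 470 to 2045 genes passed in BLM against NORMAL and 164 to 1374 in EXO against NORMAL, where 6 to 15 lists passed. In BLM against NORMAL the ranges were -0.29 to 0.90 for Col1a2, -0.44 to 0.38 for Tgfb1, -0.20 to 0.60 for Ctnnb1, -0.19 to 0.56 for Hes1, -0.65 to 0.27 for Adgre1 and -0.10 to 0.82 for the Wnt list. In EXO against BLM they were -0.42 to 0.28 for Fn1, -0.36 to 0.21 for Ctnnb1, -0.41 to 0.32 for Hes1, -0.32 to 0.82 for Adgre1, -0.20 to 0.44 for the Wnt list, -0.40 to 0.094 for the collagens and -0.30 to 0.57 for the fatty acid list. In EXO against NORMAL they were -0.29 to 0.53 for Tgfb1, -0.76 to 0.62 for Acta2, -0.22 to 0.57 for Ctnnb1, -0.35 to 0.38 for Lef1, -0.19 to 0.56 for Hes1, -0.55 to 0.59 for Adgre1, -1.60 to 0.46 for the hair shaft list, -0.47 to 0.057 for the collagens and -0.71 to 0.22 for the macrophage list.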

Other observations

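The tests of the hair follicle and number-2 patterns and their division by list, the partitions within replicate numbers and the genes named in the next paragraph were chosen after the results were seen, and the other counts of splits of the libraries were planned.

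None of the 4 genes given here passed over all genes without the block. Mt2, a metallothionein that binds zinc and copper, lay at 218 ± 53.9 FPKM in NORMAL, 1593 ± 691 in BLM and 324 ± 68.7 in EXO (SD, n = 3), with adjusted p = 0.101 in BLM against NORMAL and 0.258 in EXO against BLM (limma), and 0.046 and 0.0982 with the block. Mt1, another metallothionein, lay at 81.4 ± 25.0, 422 ± 180 and 113 ± 37.5 FPKM (SD, n = 3), with adjusted p = 0.208 and 0.359 (limma), and 0.0769 and 0.137 with the block. Mycn, a transcription factor of dividing progenitor cells, lay at 0.710 ± 0.243, 15.5 ± 9.17 and 0.763 ± 0.186 FPKM (SD, n = 3; limma, adjusted p = 0.0884 in BLM against NORMAL and 0.114 in EXO against BLM, 0.0299 and 0.0296 with the block). Cldn10, a tight junction protein, lay at 0.583 ± 0.506, 9.94 ± 4.39 and 0.983 ± 0.337 FPKM (SD, n = 3; limma, adjusted p = 0.0884 and 0.173, 0.0176 and 0.025 with the block).

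The first pattern is that hair shaft, hair growth, melanocyte and cell cycle genes were higher in BLM than in NORMAL. For the melanocyte and cell cycle lists, RNA of another tissue in the libraries numbered 2 and a different share of mitochondrial, ribosomal and muscle transcripts are argued against as the whole cause, since the smaller ratio of the medians to those over all libraries was 1.17 without these libraries and 1.06 after the rescaling, beyond 1 SE of the 0.5 set as the bound. For the hair growth list the transcript shares are argued against in the same way (ratio 1.15, median 1.27, SE 0.565), but RNA in the libraries numbered 2 (ratio 1.05, median 1.15, SE 0.644) and, for the hair shaft list, both that RNA (1.18, 1.74, SE 1.52) and the transcript shares (1.11, 1.65, SE 1.07) left the median within 1 SE of the bound and cannot be told apart from a difference between the groups. More growing follicles in the sampled BLM skin stays a hypothesis, since the smallest of the 4 medians lay 0.66 (SE 0.465) above the larger epidermal median but the 4 lists were chosen because they were higher, which decides nothing. Bleomycin runs along with the group. The sources used here give neither the stage of the hair cycle nor the exact site for each library, and these were not tested apart. In NORMAL3 the mean log2 levels of the hair shaft and hair growth lists were 4.19 and 3.00, within the BLM range. Those of its melanocyte and cell cycle lists were 1.43 and 1.81, below that range.

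The second pattern is that the same 4 lists were higher in BLM than in EXO. Here RNA of another tissue in the libraries numbered 2 and a different share of mitochondrial, ribosomal and muscle transcripts were argued against as the whole cause, since the smallest ratios of the medians were 1.2 and 1.05. All 4 medians lay beyond 1 SE of the bound of 0.5. The hair shaft median had the widest spread, at -3.47 (SE 1.52) without these libraries and -2.94 (SE 1.07) after the rescaling. With so few libraries this is weak evidence. More growing follicles in BLM stays open as a hypothesis, and the distance of 1.1 (SE 0.712) between the smallest median and the larger epidermal median decides nothing for the same reason. Exosome treatment runs along with the group, and hair stage and site are again not given for each library.

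The third pattern is a set of 152 genes that were high in NORMAL2, BLM2 and EXO2, of which 46 are protein-coding and 95 processed pseudogenes, against 0 and 3 such genes for the other numbers. Fgb, a fibrinogen chain made by liver, lay at 460.36, 112.28 and 91.92 FPKM there. Mouse liver RNA is argued against, since 21 of 32 abundant mouse liver genes lay below 1 FPKM in NORMAL2. Outside these libraries 6 of the 32 reach 1 FPKM, and only Apoa2 and Ttr of them are low in NORMAL2. A failure to quantify the low genes is therefore not excluded. Alb, albumin of the same 32, lay at 306.12 FPKM in NORMAL2 but at 0.0 in BLM2 and 1.43 in EXO2. A hypothesis is liver RNA of another species aligned to the mouse genome, since the share of processed pseudogenes was 62.5% against 9.3% of all genes at 1 FPKM or more, a ratio of 6.72. No biological explanation was tested.

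Each pair of groups has 10 splits of its 6 libraries, too few for a share under 0.05. In BLM against NORMAL 2 splits gave as many genes (2 for the real split, 2800 for the highest other), 3 as many at the study's thresholds (841 and 3541) and 7 as many lists (9 and 22). The split with 2800 genes sets BLM3, NORMAL3 and BLM1 against the rest, which points to a structure of the samples other than the groups. In EXO against BLM these were 1 split (2 genes and 1), 2 splits (755 and 1052) and 7 splits (12 lists and 20). In EXO against NORMAL they were 10 splits (0 genes and 105, the latter with EXO3, NORMAL3 and EXO2 against the rest), 7 splits (244 and 2002) and 8 splits (10 lists and 23).

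Among the 4 splits that part all 3 number pairs, the highest others gave 0 genes in each comparison, 267, 189 and 286 genes at the study's thresholds and 10, 14 and 16 lists. With the block the real splits gave 60, 11 and 3 genes and the highest others 0, and at the study's thresholds 1201, 1098 and 490 against 510, 390 and 625. Of 100 drawn partitions of the 9 libraries, 4 gave an overlap of genes higher in BLM and lower in EXO as large as the real 2, and the highest other was 158, while 9 of 100 did so at the study's thresholds (228, highest other 834). These partitions ignore the replicate numbers. Of 100 partitions that exchange groups only within a number, 4 gave an overlap as large (2, highest other 2), 2 did so at the study's thresholds (228, highest other 235) and 2 with the block (8, highest other 9). The share of 0.04 lies just under 0.05 in both sets for an overlap of 2 genes that is lost without most single libraries, so it is weak evidence against a grouping at random.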
